A study of Homo sapiens with 18 samples. Its data were reported in "IgA transcytosis and antigen recognition govern ovarian cancer immunity" (2021).

How the data were processed

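RNA from OVCAR3 cells was sequenced in 18 libraries, 3 in each of 6 groups: non-specific IgA, non-specific IgG and untreated cells in a first series, and BDNF IgA, TSPAN7 IgA and untreated cells in a second. Groups and replicate numbers were taken from the sample titles. The authors trimmed paired-end reads with cutadapt, aligned them to GRCh37 with STAR, and counted uniquely aligned reads per gene with featureCounts. The values they deposited are raw counts, with no normalization. The counting was not stated to use strand, so overlapping and antisense genes and close paralogs may share or lose reads. The authors tested the counts with DESeq2.

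The first series had 55765 rows with distinct gene symbols. The second had 57820 rows, of which 2055 repeated another row exactly and were removed. They held between 1.99% and 2.46% of the counts of a library. After that the series had the same 55765 symbols. Replicates of a group differed by more than sampling noise, with chi-square per degree of freedom from 4.16 to 259, so no library was counted as a copy of another. Library totals ranged from 27920733 to 47381836 counts. Reads without molecular identifiers are not independent molecules, so precision was taken from the spread between replicates.

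Each series was fitted once with all 9 libraries, using edgeR 4.0.16 in R 4.3.3 (TMM scaling, filterByExpr, quasi-likelihood F test, two-sided). Standard errors of log2 fold changes were the absolute fold change divided by the square root of F. P-values were adjusted by Benjamini-Hochberg within a comparison, and a gene was called at an adjusted p under 0.05. Normalised counts are counts scaled to the mean effective library size of the series. The difference between responses to non-specific and antigen-specific IgA was tested in one fit of all 18 libraries, as the fold change against untreated cells in one series minus that in the other. Gene lists were tested with camera (limma 3.58.1) on log2 CPM with a prior count of 2 and a preset inter-gene correlation of 0.01. The p-values were adjusted over 54 tests of 9 lists in 6 comparisons. List tests of the differences between responses were adjusted separately, over their own 18 tests. The 9 lists, the tests of genes and lists, and the alternatives were fixed before the data were examined, after the paper had been read, apart from the additions named below and in the closing section. Where a group had at most 3 counts in every library, the fold is a lower bound against 3 counts.

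Genes were named by a rule. In each comparison these were the 5 largest and 5 smallest log2 fold changes among called genes with a group mean of at least 50 normalised counts and no overlap between the groups. The genes the study displayed, the MAP kinase phosphatases, the ephrins, the ERK targets, PIGR, TSPAN7 and BDNF were added whatever their values. Positions are from GENCODE on GRCh37. Of 55765 symbols, 33529 matched by symbol and 1920 by an older symbol from RefSeq. GC content and transcript length were matched for 85.6% and 84.0% of the genes tested in the first and second series.

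Alternatives were DESeq2 1.42.0, other scalings, other filters on low counts, leaving out mitochondrial and ribosomal RNA genes, fitting only the 6 libraries compared, stricter thresholds, a replicate block, camera with an estimated correlation, fry, and leaving out each replicate in turn. A correction of each library for its trend with GC content and transcript length, the list tests without mitochondrial and ribosomal RNA genes, a list of 9 stress response genes and the tests of explanations other than the splits were added after the data were seen. The scripts were tested on simulated data with 200 genes changed by a log2 fold change of 1.5. The fit recovered 96.5% of them in the first series (17859 genes tested, 4.46% of calls false), 100% in the second (18630 genes, 7.83% false) and 93.5% in the fit of 18 libraries (19732 genes, 5.56% false). Over 10 further draws the false share ranged from 2.02% to 7.66% (mean 5.08%) in the first series and from 4.76% to 10.7% (mean 6.38%, over 5% in 9 of 10) in the second. Each simulated gene had 1 dispersion in all groups, so the effect of unequal spread between groups was not tested. Comparisons with the same untreated libraries share their chance error. That was simulated by drawing every library, untreated ones included, around one mean per gene.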

Results

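Gene expression was measured by RNA sequencing in OVCAR3, an established human high-grade serous ovarian carcinoma cell line, after incubation with antibodies. The question was how tumour cells respond when IgA, the antibody class carried across epithelia by the polymeric immunoglobulin receptor (pIgR, gene PIGR), binds to and passes through them. The 18 libraries formed 2 series of 9, each with 3 groups of 3 replicates. In the first series cells received human IgA or IgG of no particular specificity at 0.5 µg/ml, or were left untreated. In the second series cells received IgA against the tetraspanin TSPAN7 or IgA against the neurotrophin BDNF at 0.5 µg/ml, or were left untreated. Incubation lasted 24 h according to the sample descriptions and the methods, but another description of the same experiments gives 8 h. The values are read counts per gene. Library totals ranged from 27920733 to 42371474 counts in the first series and from 39254350 to 47381836 in the second. Groups were tested against each other only within a series, and responses across series only as fold changes against the untreated cells of the same series.

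Libraries treated with non-specific IgA were less alike than the others. The mitochondrial genome supplied 19.1% of the counts of IgA replicate 3, against 7.40% and 5.75% in IgA replicates 1 and 2. In the other 6 libraries of that series it supplied between 6.74% and 8.32%. Genes with at least 10 counts numbered from 16062 to 16959 in the IgA libraries, and 17136 or more in each IgG or untreated library. The common negative binomial dispersion was 0.0307 in the first series and 0.00303 in the second, so that a fold change of a given size was measured less precisely in the first.

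The comparison of IgA with IgG asked what IgA changes beyond the presence of an antibody. Of 18012 genes tested, 2265 were higher and 2095 lower with IgA (edgeR quasi-likelihood test, two-sided, Benjamini-Hochberg adjusted p under 0.05). Against untreated cells, 2316 were higher and 2187 lower. Leaving out single untreated or IgG libraries lowered these counts by over 1.5 times: against IgG to 1341 higher and 1280 lower without IgG replicate 2 and 1339 and 1227 without IgG replicate 3, and against untreated cells to 1471 and 1398 without untreated replicate 1 and 1365 and 1236 without untreated replicate 3. The fit shares 1 spread per gene over groups of unequal spread, which can overstate the precision of the IgA comparisons. With only the 6 libraries compared in the fit, 1599 genes were higher and 1326 lower against IgG. Against untreated cells such a fit gave 1789 and 1512. Scaling by library size alone gave 873 higher and 3631 lower against IgG (19.4% of calls higher, against 51.9%) and 1001 higher and 3296 lower against untreated cells (23.3% higher, against 51.4%). It shifted the median log2 fold change of all genes by -0.23 and -0.21. A shift of that size exceeds the medians given below for the interferon, cell cycle and ribosome biogenesis lists with non-specific IgA other than the interferon gamma list against IgG, so that their signs are relative to the scaling. IgG against untreated cells gave 0 genes in either direction. At an unadjusted p under 0.05 there were 89 genes, or 0.494% of those tested, fewer than the 5% that chance alone gives. This comparison shared its estimate of spread with the variable IgA libraries, and with only its own 6 libraries in the fit 338 genes had an unadjusted p under 0.05 and 0 passed the adjustment. A response of single genes to IgG was therefore not detectable with the main filter on low counts, and small ones are not excluded. As a set, the interferon gamma list given below was lower by camera, but not by fry or with an estimated correlation.

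The largest increases with IgA over IgG among genes with at least 50 normalised counts and no overlap between the groups were in inflammatory and heat shock genes. IL8 (CXCL8; chromosome 4, 74606236 to 74609433, GRCh37) rose from 140.5 ± 37.2 to 16710 ± 4678 normalised counts (SD, n = 3), a log2 fold change of 6.88 with SE 0.31 and an edgeR adjusted p of 3.73e-08. CCL20 on chromosome 2 (228670455 to 228682280) rose by a log2 fold change of 6.40 (SE 0.26, edgeR adjusted p 1.69e-08). HSPA6 on chromosome 1 rose by 6.10 and CD69 on chromosome 12 by 5.92 on the same scale. IL1B had at most 3 counts in every IgG library and was at least 22.8-fold higher with IgA. Among the decreases, LRRC32 on chromosome 11 had at most 3 counts in every IgA library and was at least 15.2-fold lower than with IgG. PCK1 had a log2 fold change of -5.11, RP11-174G6.5 of -3.26 and CACNA1H of -2.90. The IgA libraries had few counts of the first 2, and the fitted values became -8.89 for PCK1 without IgA replicate 1 and -5.54 for RP11-174G6.5 without IgA replicate 2. FRMPD1 went from 63.05 ± 6.45 to 6.995 ± 12.12 normalised counts (SD, n = 3; edgeR adjusted p 0.0165), a call lost without IgG replicate 3 (log2 fold change -2.92, edgeR adjusted p 0.0506) and with DESeq2 (-3.15, DESeq2 adjusted p 0.0662), and its fitted log2 fold change was -8.98 without IgA replicate 2, the only IgA library with any FRMPD1 counts. HSPA6 and the CXCL chemokine genes have close paralogs that can share or lose reads, so their values are uncertain. Against untreated cells IL8, CCL20, CD69 and HSPA6 were again among the 5 largest increases, with CLDN14 at least 20.4-fold higher. The largest decreases there were in RP4-781K5.8, RP4-738P15.1, FOXJ1, FRMPD1 and RP11-538D16.2, with log2 fold changes of -3.20, -3.15, -3.06, -2.95 and -2.94. The FRMPD1 call there was lost without untreated replicate 1 (-2.66, edgeR adjusted p 0.0665) and with DESeq2 (-3.10, DESeq2 adjusted p 0.0718), and the fitted value was -8.93 without IgA replicate 2. That of RP4-738P15.1 was -4.77 without IgA replicate 1.

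The 20 genes that the study displayed for non-specific IgA were chosen on these libraries, so their changes are not independent evidence. With IgA against IgG, 17 were higher and 2 lower over all genes tested, and 17 higher and 3 lower adjusted over the list alone. Their median log2 fold change was 2.69, and also 2.69 with the 1 gene at the floor of 3 counts set to its bound. The interferon gamma receptor genes IFNGR1 and IFNGR2 rose by log2 fold changes of 0.95 (SE 0.11) and 0.82 (SE 0.12), with edgeR adjusted p of 8.74e-05 and 6.95e-04. TNF rose by 5.09, IL1A by 5.12, IL6 by 4.53, NFKBIA by 2.57 and CXCL1 by 2.48.

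DUSP phosphatases remove phosphate from MAP kinases. DUSP5 on chromosome 10 (112257665 to 112271291) rose from 610.4 ± 81.4 to 6086 ± 169 normalised counts (SD, n = 3), a log2 fold change of 3.32 (SE 0.13, edgeR adjusted p 1.69e-08). DUSP1, DUSP6 and DUSP10 also rose, by 2.81, 1.67 and 1.30 on the log2 scale. Against IgG, DUSP4, DUSP7, DUSP8, DUSP9 and DUSP16 did not pass the threshold, and DUSP2 had too few counts to be tested. DUSP4 was called without IgA replicate 3 (log2 fold change 0.51, edgeR adjusted p 0.00636) and changed sign without IgA replicate 1 (-0.01). The list as a set was higher (median log2 fold change 0.39, camera adjusted p 0.0118; 4 of 9 genes, adjusted over the list alone also 4), but not with an estimated correlation (adjusted p 0.106). The 4 called genes are DUSP genes that the study displayed, chosen on these libraries. The test of the list is therefore not independent of that choice. Its adjusted p lay between 7.64e-05 and 0.106 over the alternatives. Against untreated cells DUSP7 was also called (log2 fold change 0.54, edgeR adjusted p 0.0236), and 5 of 9 genes were higher. The list median there was 0.54 (camera adjusted p 0.00458, or 0.0854 with an estimated correlation).

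The ephrin ligands moved in both directions. EFNB2 on chromosome 13 (107142093 to 107188010) fell by 1.14 on the log2 scale (SE 0.12, edgeR adjusted p 6.64e-05) and EFNB3 fell by 0.63 (edgeR adjusted p 0.0234, or 0.054 without IgA replicate 1, 0.0673 without IgG replicate 2 and 0.0872 without IgG replicate 3). EFNA1 rose by 1.66 and EFNB1 by 1.13, with edgeR adjusted p of 1.04e-04 and 0.00136. EFNA4 fell by 0.45 without passing the threshold (edgeR adjusted p 0.122) but passed it without IgA replicate 2 (log2 fold change -0.66, edgeR adjusted p 0.0286) and was -0.26 without IgA replicate 3. EFNA2, EFNA3 and EFNA5 did not pass it, and EFNA3 changed sign without IgA replicate 3 (-0.01). The list of 8 had a median log2 fold change of -0.29 (-0.14 without IgA replicate 3) and did not differ as a set (camera adjusted p 0.783). Adjusted over the list alone the counts were 2 higher and 2 lower.

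ERK target genes, listed without the DUSP genes, were higher as a set (median log2 fold change 0.84, camera adjusted p 4.77e-05), with 8 of 13 higher and 2 lower, both over all genes and adjusted over the list alone. FOSL1 rose by 3.32, SPRY4 by 2.38, PHLDA1 by 2.00, ETV5 by 1.56, EPHA2 by 1.00, ETV4 by 0.97, CCND1 by 0.84 and SPRED2 by 0.31 on the log2 scale. EGR1 fell by 1.71 and EPHA4 fell by 1.04. The SPRED2 call was lost without IgG replicate 1, 2 or 3 (edgeR adjusted p 0.0722, 0.0959 and 0.0776). SPRY2, ETV1 and SPRED1 did not pass the threshold. ETV1 passed it without IgA replicate 2 (1.01, edgeR adjusted p 0.0215), and SPRED1 changed sign without IgA replicate 2 (-0.15), IgG replicate 1 (-0.02) or IgG replicate 2 (-0.07). NF-kB target genes, listed without the displayed genes, had a median log2 fold change of 1.58 (camera adjusted p 1e-16). Of 24 tested, 20 were higher and 0 lower, or 22 and 0 adjusted over the list alone, and 21 had all 3 IgA libraries above all 3 IgG libraries, where chance gives 10% in both directions together. This set also passed with fry and with an estimated correlation (adjusted p 2.68e-05 and 0.0489), and its adjusted p lay between 7.09e-19 and 0.0489 over the alternatives. Type I interferon genes did not move as a set (median -0.02, camera adjusted p 0.832), nor did interferon gamma genes (0.33, camera adjusted p 0.129), cell cycle genes (0.05, camera adjusted p 0.944) or ribosome biogenesis genes (0.05, camera adjusted p 0.568). The interferon gamma list passed without IgG replicate 3 (camera adjusted p 0.0404) and with fry (0.0336), within a range of 0.0336 to 0.522 over the alternatives, and its median was 0.17 without IgA replicate 3. With IgG against untreated cells the interferon gamma list was lower by camera (median -0.11, camera adjusted p 0.0119) but not by fry (0.367) or with an estimated correlation (0.324), within a range of 0.00357 to 0.367. Its median was -0.04 without IgG replicate 1 and -0.21 without IgG replicate 3. It did not pass without IgG replicate 1 (0.255), untreated replicate 1 (0.0559) or untreated replicate 3 (0.0794).

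**Figure D1:**
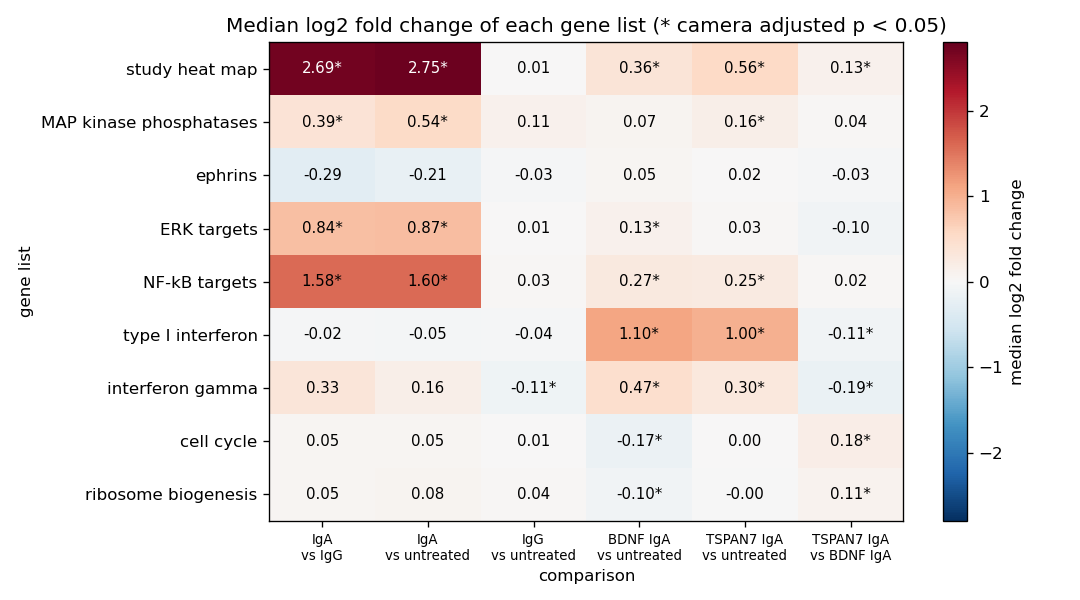
Median log2 fold change of 9 gene lists (rows) in 6 comparisons (columns), with an asterisk where the camera adjusted p is under 0.05. The NF-kB targets rise with non-specific IgA (1.58 against IgG), and the type I interferon genes rise with BDNF IgA (1.10) and TSPAN7 IgA (1.00).

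PIGR and TSPAN7 had low transcript counts, and BDNF had 168 to 635 per library over both series. The paper detected pIgR protein on OVCAR3 cells by flow cytometry, and TSPAN7 and BDNF protein by western blot. Low counts here therefore do not show that the proteins were absent. PIGR had 5 to 39 counts per library in the first series and 20 to 147 in the second, and it did not differ between IgA and IgG (log2 fold change -0.97, SE 0.57, edgeR adjusted p 0.231; -1.56 without IgA replicate 1 and -0.55 without IgA replicate 2, not called in either). TSPAN7 had 12 to 38 counts per library in both series together and did not differ in any comparison. BDNF rose with non-specific IgA against IgG by a log2 fold change of 1.53 (SE 0.19, edgeR adjusted p 1.57e-04) and with TSPAN7 IgA against untreated cells by 0.67 (edgeR adjusted p 0.00126). With BDNF IgA it was not called and turned to -0.02 without BDNF IgA replicate 2.

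The second series asked whether IgA directed at an antigen acts differently from IgA of no known target. Of 18732 genes tested, 841 were higher and 596 lower with BDNF IgA than in untreated cells, and 836 higher and 764 lower with TSPAN7 IgA. Unadjusted p values under 0.05 numbered 4131 and 4138. The BDNF IgA counts rose to 1505 higher and 1293 lower without BDNF IgA replicate 2, and fell to 506 and 337 without its replicate 1, 429 and 305 without its replicate 3, 513 and 377 without untreated replicate 1, 512 and 293 without untreated replicate 2, and 364 lower without untreated replicate 3. The TSPAN7 IgA counts fell to 429 and 328 without TSPAN7 IgA replicate 2, 436 lower without its replicate 3, 533 higher without untreated replicate 1, 554 and 441 without untreated replicate 2, and 550 and 433 without untreated replicate 3. With BDNF IgA, IFI27 (chromosome 14, 94571182 to 94583032), IFI44L, IFI6, ISG15 (each on chromosome 1, ISG15 at 936518 to 949920) and OAS2 (chromosome 12) rose most, by log2 fold changes of 2.92, 2.92, 2.38, 2.38 and 2.15. ISG15 went from 1113 ± 107 to 5769 ± 213 normalised counts (SD, n = 3; edgeR adjusted p 1.33e-16). The largest decreases were in RP1-86D1.3, MUC5AC, KDR, HIST1H4L and HIST1H1A, with log2 fold changes of -1.27, -1.08, -1.06, -1.02 and -0.95. The histone genes, MUC5AC and the IFI genes have close copies in the same family that can share reads, so their values are uncertain. With TSPAN7 IgA, IFI44L, IFI27, ISG15, IFI6 and XAF1 rose most, by 2.61, 2.57, 2.36, 2.16 and 1.97. CA9, THRSP, KDR, PLEKHS1 and LRRC32 fell most. CA9, KDR, PLEKHS1 and LRRC32 had log2 fold changes of -1.55, -1.47, -1.43 and -1.37, and THRSP went from 519.1 ± 107.5 to 184.5 ± 8.50 normalised counts (SD, n = 3). The CA9 call was lost without TSPAN7 IgA replicate 2 (edgeR adjusted p 0.0543) or untreated replicate 3 (0.086), and the LRRC32 call without TSPAN7 IgA replicate 2 (0.0524).

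Type I interferon genes were higher as a set with both antibodies. All 40 were higher with BDNF IgA (median log2 fold change 1.10, camera adjusted p 4.71e-61) and 39 of 40 with TSPAN7 IgA (1.00, camera adjusted p 4.47e-55), with the same counts adjusted over the list alone. Both sets passed with fry. With an estimated correlation the adjusted p was 0.0489 for BDNF IgA and 0.0546 for TSPAN7 IgA, the highest over the alternatives, of which the lowest were 5.36e-67 and 1.75e-58. NF-kB targets rose less (median 0.27 and 0.25, camera adjusted p 4.05e-08 and 2.86e-09) and passed with fry but not with an estimated correlation (adjusted p 0.118 and 0.106). ERK targets passed with BDNF IgA (median 0.13, camera adjusted p 0.0265) but not without BDNF IgA replicate 2 or 3 (0.0557 and 0.0562) or untreated replicate 1 or 3 (0.0603 and 0.0569), within a range of 0.00697 to 0.123 over the alternatives. IL8 rose by log2 fold changes of 0.71 and 1.45. DUSP5 rose with TSPAN7 IgA by 0.59 (edgeR adjusted p 1.45e-05) and did not pass with BDNF IgA (0.16, edgeR adjusted p 0.213). IFNGR1 rose by 0.36 and 0.40, and IFNGR2 did not pass with either. PIGR was lower with TSPAN7 IgA (log2 fold change -1.03, edgeR adjusted p 0.0354), a call lost without TSPAN7 IgA replicate 2 or 3 (0.0934 and 0.176) or untreated replicate 1, 2 or 3 (0.0791, 0.134 and 0.0512). It was also lower with TSPAN7 IgA than with BDNF IgA (-1.35, edgeR adjusted p 0.00716), and its change with BDNF IgA against untreated cells, not called, turned to -0.10 without BDNF IgA replicate 3.

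**Figure D2:**
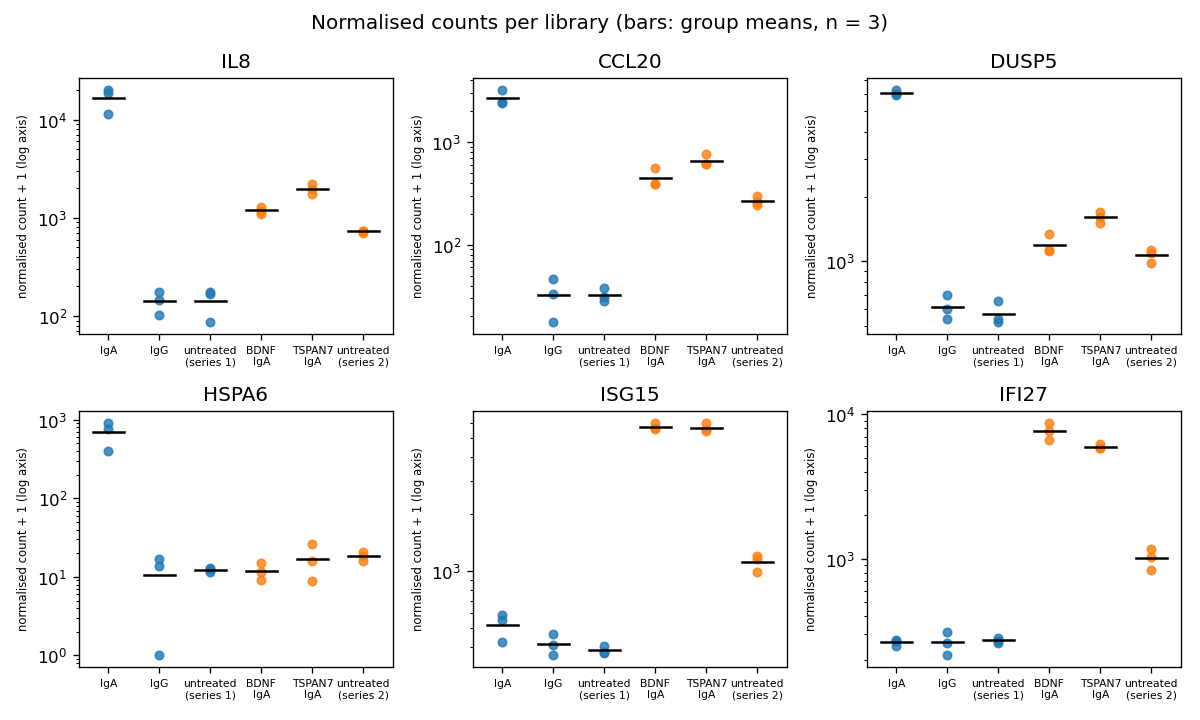
Normalised counts plus 1 on a log axis for 6 genes in each of the 18 libraries, grouped by treatment, with blue for the first series, orange for the second and bars at the group means (n = 3). Within the first series IL8, CCL20, DUSP5 and HSPA6 are highest with non-specific IgA, and within the second ISG15 and IFI27 are higher with either antigen-specific IgA than in untreated cells. Heights are not comparable between the series.

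Between the antigen-specific antibodies, 641 genes were higher and 843 lower with TSPAN7 IgA than with BDNF IgA. Without BDNF IgA replicate 2 it gave 1554 higher and 1722 lower. The counts fell to 245 and 384 without BDNF IgA replicate 1, 196 and 286 without its replicate 3, 196 and 308 without TSPAN7 IgA replicate 2, and 342 and 457 without its replicate 3. NPY4R, PF4V1, RP11-16C1.2, IL6 and INHBA were higher by log2 fold changes of 1.08, 1.03, 0.95, 0.94 and 0.93. CHI3L1, ACSL5, HP, SLC14A1 and PPP1R16B were lower, with log2 fold changes of -1.85, -1.65, -1.61, -1.60 and -1.59. The RP11-16C1.2 call was lost without BDNF IgA replicate 1 or 3 or TSPAN7 IgA replicate 1, 2 or 3 (edgeR adjusted p 0.163, 0.186, 0.0505, 0.1 and 0.142), the IL6 call without BDNF IgA replicate 1 (0.0571) or TSPAN7 IgA replicate 2 (0.069), and the NPY4R call without TSPAN7 IgA replicate 2 (0.0664). NPY4R has a close copy that can take its reads. Cell cycle genes were higher with TSPAN7 IgA than with BDNF IgA (median 0.18, camera adjusted p 1.04e-09), and lower with BDNF IgA than in untreated cells (-0.17, or -0.10 without BDNF IgA replicate 3, camera adjusted p 3.11e-10). Both passed with fry and neither with an estimated correlation (adjusted p 0.324 for each, the highest over the alternatives, of which the lowest were 1.5e-12 and 3.02e-14). These results share the BDNF IgA libraries. With TSPAN7 IgA against untreated cells the list did not differ (median 0.002, camera adjusted p 0.914).

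Fold changes were compared across genes, which are not independent replicates. Non-specific IgA and TSPAN7 IgA, each against its own untreated cells, had a Pearson r of 0.259 and a Spearman rho of 0.272 over 17548 genes, and non-specific IgA and BDNF IgA had 0.0363 and 0.0125. This last Pearson r was 0.00372 without BDNF IgA replicate 2, 0.0693 without BDNF IgA replicate 3 and 0.0563 without replicate 3 of the untreated cells of the first series. BDNF IgA and TSPAN7 IgA had a Pearson r of 0.511, but both were set against the same untreated libraries. In 20 simulations with no change in any group, sharing these controls alone gave r from 0.467 to 0.51. The correlation over all genes therefore does not separate a shared response from shared controls. For IgA and IgG against the same untreated cells r was 0.208, where simulation gave 0.465 to 0.507. It was 0.0847 without IgG replicate 1, 0.343 without untreated replicate 2 and 0.341 without untreated replicate 3. The simulation had no changed genes and the same spread in all groups. Changes with IgA and the wider spread of its libraries can lower r by themselves. The gap to the simulated range therefore does not show that the responses were less alike than chance.

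**Figure D3:**
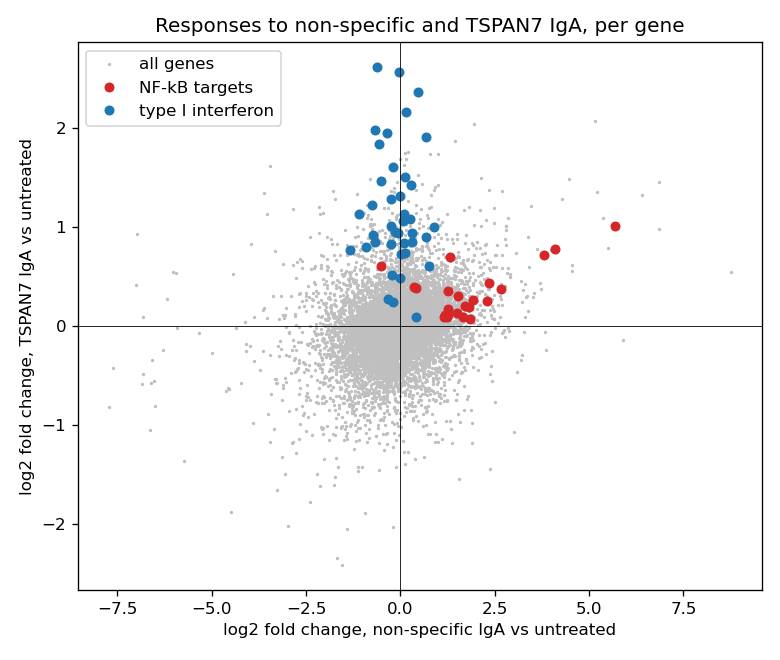
Log2 fold change against untreated cells with TSPAN7 IgA (vertical axis) and with non-specific IgA (horizontal axis), 1 point per gene, with NF-kB targets in red and type I interferon genes in blue. The interferon genes spread upwards (median 1.00 on the vertical axis and -0.05 on the horizontal axis) and the NF-kB targets spread to the right (median 1.60 on the horizontal axis).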

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

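All tests of explanations for the gene lists here were chosen after the list medians had been seen; the values of the tests of GC content, of IgA replicate 3 and of the splits were not known when they were chosen, and those of the other tests were known in part.

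The responses to non-specific and antigen-specific IgA differed when the difference itself was tested. Against TSPAN7 IgA 3408 genes and against BDNF IgA 4581 genes had an edgeR adjusted p under 0.05 for the difference. Without IgA replicate 2 the TSPAN7 difference had 2865 genes lower, against 1712. Splits were counted in a fit of only the 12 libraries compared, where the real split gave 2637 genes for TSPAN7 and 3641 for BDNF. Of the 100 splits of the libraries within each series, 4 gave as many genes for TSPAN7 and 1 for BDNF, the real split included. The other 3 for TSPAN7 all kept IgA apart from untreated cells in the first series and mixed only the second. The 9 splits of that kind gave from 2467 to 3545 genes for TSPAN7 and from 2556 to 3373 for BDNF, and the 90 that mixed the first series at most 13. The size of the count therefore rests mainly on the IgA response of the first series and says little about the second. The series are separate experiments with different antibody preparations, so specificity, preparation and series cannot be told apart for these counts. Untreated cells also differed between the series in some genes. IL8 had 85.14 to 175.6 normalised counts in the first and 706 to 738.5 in the second, each scaled within its series. THRSP was similar (494.4 to 555.1 and 434.9 to 640.2). The starting state of the cells is thus a further difference, for the counts here and the lists below.

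Gene lists differed in opposite directions. The median difference of log2 fold changes, non-specific minus specific, was 1.51 for NF-kB targets against TSPAN7 IgA and 1.26 against BDNF IgA, 2.26 and 2.58 for the genes the study displayed, 0.73 and 0.71 for ERK targets, and 0.37 and 0.55 for MAP kinase phosphatases. For type I interferon genes it was -1.21 and -1.26 (camera adjusted p 2.55e-23 and 2.52e-22), with 33 and 35 of 40 genes lower and 0 higher at an adjusted p under 0.05. These lists also passed with fry. The phosphatase list shares DUSP1, DUSP5, DUSP6 and DUSP10 with the displayed genes, which were chosen on the libraries of the first series. Neither list is therefore independent evidence. Against BDNF IgA, cell cycle and ribosome biogenesis genes passed with camera (adjusted p 0.0293 and 0.0406) but not with fry (0.275 and 0.173), and ephrins passed with fry (0.0262) but not with camera (0.726).

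For the NF-kB targets, GC content and transcript length as the whole cause are argued against by a camera adjusted p of 7.1e-17 after correction (range over the alternatives 7.09e-19 to 0.0489). The deviant IgA replicate 3 as the cause is argued against by a camera adjusted p of 1.43e-16 without it. The same value argues against a larger mitochondrial and ribosomal RNA share, since the other 2 IgA libraries had shares of 7.40% and 5.75%, not over the highest IgG share of 8.12%. RNA of B cells carried over with the antibody is argued against by a sum of 8 counts for 6 immunoglobulin constant genes and JCHAIN over the 3 IgA libraries, far under the level of the risen genes. All 8 were of JCHAIN in replicate 3, since the constant genes were at 0 in all 18 libraries, which limits the test. The prediction had named the floor of 3 counts, which JCHAIN exceeded there. The higher cutoff applied to the sum was not part of the prediction. MS4A1 was at 0 in the IgA libraries and CD79A had 11, 0 and 1 counts. CD79B had 19, 1 and 3 and PTPRC 35, 56 and 10, and CD79B had at most 4 in the IgG and untreated libraries of that series, so a trace is not excluded. Endotoxin in the preparation, sensed by TLR4 on the cells, stays open: LY96 reached at most 4 counts in any library of the series, TLR4 at most 13 and CD14 from 9 to 37, but low transcript counts do not exclude sensing. No endotoxin control or second IgA preparation was analysed here.

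For the type I interferon genes, GC content and length are argued against by camera adjusted p of 9.54e-54 (TSPAN7 IgA) and 5.94e-61 (BDNF IgA) after correction (ranges over the alternatives 1.75e-58 to 0.0546 and 5.36e-67 to 0.0489). RNA of B cells carried over with the antibody is argued against by 1 count of the same 7 genes over the TSPAN7 IgA libraries and 4 over the BDNF IgA libraries. All were of JCHAIN, which limits the test in the same way. CD79A and CD79B had at most 5 and 2 counts in any library of that series. PTPRC had 17, 19 and 18 counts with BDNF IgA and 23, 24 and 10 with TSPAN7 IgA. It had 6, 7 and 10 in the untreated cells, so a trace is not excluded. A response to IgA of any specificity that is alike in both series is argued against by the differences of -1.21 and -1.26. The series are separate experiments, so a response to IgA that depends on the series is not excluded. Untreated cells already differed in some of these genes. OAS2 had 38.67 to 61.26 normalised counts in the first series and 724.2 to 1129 in the second, each scaled within its series. USP18 was similar (391 to 511.9 and 443.4 to 529). The differences of responses are therefore confounded with the starting state of the cells. Interferon transcribed by the cells at the time of collection, 24 hours or by another description 8, was tested by counting interferon genes above the floor of 3 counts and higher in every treated than in every untreated library. There were 0 with either antibody, which leaves earlier transcription open. An interferon protein or another stimulus in the antibody preparations may explain the rise as well as antigen binding. TSPAN7 had at most 38 counts in any library, but the paper detected TSPAN7 and BDNF protein of OVCAR3 cells with these antibodies in western blots. The antibodies of the second series recognise different antigens and raised the list by similar medians (1.10 with BDNF IgA and 1.00 with TSPAN7 IgA). Between them the median difference was -0.11 (camera adjusted p 0.00712, fry adjusted p 0.414), so the rise was not particular to 1 antigen. By the paper's methods, both were purified from conditioned medium of immortalized B cells. A non-specific IgA within the second series was not analysed here, so these explanations cannot be told apart.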

How the results depend on the processing

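The correction for GC content and transcript length, and the lists without mitochondrial and ribosomal RNA genes, were chosen after the data had been seen.

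Of the alternatives that kept all libraries, those that moved a count of called genes by over 1.5 times were scaling by library size alone, fitting only the 6 libraries compared, the stricter thresholds and, for IgG against untreated cells, testing without a filter. Other scalings, the stricter filter, leaving out mitochondrial and ribosomal RNA genes, the GC and length correction and DESeq2 kept each count within 1.5 times. DESeq2 called 2443 genes higher and 2457 lower for IgA against IgG, of which 2245 and 2087 were also called by edgeR. Its shared calls were 2286 and 2173 for IgA against untreated cells, 796 and 571 for BDNF IgA, 800 and 728 for TSPAN7 IgA, and 617 and 784 for TSPAN7 IgA against BDNF IgA. For IgG it called 0 (139 at an unadjusted p under 0.05).

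Scaling by library size alone gave 873 higher and 3631 lower for IgA against IgG (2265 and 2095 with TMM) and 1001 and 3296 against untreated cells (2316 and 2187). It moves all log2 fold changes of a comparison by about the same amount, so these differences follow from its construction. Fitting only the 6 libraries gave 1326 lower for IgA against IgG, 1168 lower for TSPAN7 IgA (764 with all 9), and 427 higher for TSPAN7 IgA against BDNF IgA (641 with all 9); the cause was not tested. Without a filter IgG against untreated cells had 2 genes lower, against 0 (89 at an unadjusted p under 0.05); the cause was not tested.

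The stricter thresholds lower counts by construction. An adjusted p under 0.01 left 1114 higher and 927 lower for IgA against IgG, 1166 and 964 against untreated cells, 403 and 235 for BDNF IgA, 429 and 342 for TSPAN7 IgA, and 223 and 355 for TSPAN7 IgA against BDNF IgA. An absolute log2 fold change of at least 1 left 601 and 718, 637 and 745, 61 and 16, 67 and 49, and 8 and 61, in the same order.

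Leaving out a replicate leaves fewer samples and less power, although some counts rose. Genes higher ranged from 1339 to 2520 and lower from 1227 to 2766 for IgA against IgG, 1365 to 2512 and 1236 to 2717 against untreated cells, 429 to 1505 and 293 to 1293 for BDNF IgA, 429 to 689 and 328 to 682 for TSPAN7 IgA, and 196 to 1554 and 286 to 1722 for TSPAN7 IgA against BDNF IgA. The highest counts with BDNF IgA came without its replicate 2. For the difference between non-specific IgA and TSPAN7 IgA, genes lower ranged from 1235 to 2865, the highest without IgA replicate 2. All other alternatives for the 2 differences stayed within 1.5 times.

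Of 54 tests of gene lists, 26 were called with camera at the preset correlation, and 9 of these calls held under every alternative run for the lists: the displayed genes, ERK targets and NF-kB targets for non-specific IgA against IgG and against untreated cells, the displayed genes for BDNF IgA and for TSPAN7 IgA, and type I interferon for BDNF IgA. The other 17 were lost with an estimated correlation, and 6 of them also with fry. Over called and uncalled lists together, with all libraries kept, 23 alternative values were weaker, 2 stronger and 5 reversed. Camera with an estimated correlation gave adjusted p of 0.106 for MAP kinase phosphatases with IgA against IgG and 0.0854 against untreated cells. For IgG the interferon gamma list had 0.324. With BDNF IgA, ERK targets had 0.123, NF-kB targets 0.118, interferon gamma 0.14, cell cycle 0.324 and ribosome biogenesis 0.424. With TSPAN7 IgA, phosphatases and NF-kB targets had 0.106 each, type I interferon 0.0546 and interferon gamma 0.424. Between the antigen-specific antibodies the displayed genes had 0.117, type I interferon 0.8, interferon gamma 0.424, cell cycle 0.324 and ribosome biogenesis 0.407. This test lets genes of a list move together, which leaves fewer independent values. It has few residual degrees of freedom here.

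With fry, interferon gamma genes passed for IgA against IgG (adjusted p 0.0336) and phosphatases for TSPAN7 IgA against BDNF IgA (0.0366). The interferon gamma list no longer passed for IgG (0.367), TSPAN7 IgA (0.0917) or TSPAN7 IgA against BDNF IgA (0.11), nor did ribosome biogenesis for BDNF IgA (0.0982) or TSPAN7 IgA against BDNF IgA (0.0861), nor type I interferon for the latter (0.414). The cell cycle list changed direction, far from the threshold, for non-specific IgA with fry (0.949 against IgG and 0.949 against untreated cells) and after the GC and length correction (0.922 and 0.94). The cause was not tested.

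Across the fits that each left out one replicate, these lists changed direction or side in at least 1 fit, given as the lowest and highest camera adjusted p. For IgA against IgG they were cell cycle 0.425 to 0.927, interferon gamma 0.0404 to 0.276 and type I interferon 0.529 to 0.944. For IgA against untreated cells it was cell cycle 0.647 to 0.943. For IgG they were cell cycle 0.00655 to 0.647, ephrins 0.518 to 0.962, ERK targets 0.515 to 0.984, interferon gamma 0.00357 to 0.255, ribosome biogenesis 0.143 to 0.954, the displayed genes 0.247 to 0.971 and type I interferon 0.006 to 0.935. For BDNF IgA it was ERK targets 0.0211 to 0.0603. For TSPAN7 IgA they were cell cycle 0.538 to 0.966, ephrins 0.725 to 0.967 and ribosome biogenesis 0.583 to 0.939. For TSPAN7 IgA against BDNF IgA they were interferon gamma 0.000414 to 0.0745, NF-kB targets 0.0403 to 0.832 and type I interferon 0.00129 to 0.268. The cause was not tested. The NF-kB targets with non-specific IgA and the type I interferon genes with either antigen-specific IgA kept direction and side in all fits that left out one replicate.

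Among named genes, 297 of the values from alternatives with all libraries were unchanged in call and direction and 2 were weaker, both FRMPD1 with DESeq2. With one replicate left out, 572 were unchanged, 24 weaker, 3 stronger and 7 reversed. The reversed ones were not called with all libraries, with log2 fold changes from -0.0182 to 0.31 for BDNF and -0.10 to 0.55 for PIGR (both with BDNF IgA), and for IgA against IgG from -0.0141 to 0.51 for DUSP4, -0.0118 to 0.33 for EFNA3 and -0.15 to 0.13 for SPRED1.

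The correlation of fold changes depended on the genes used, and for non-specific IgA with BDNF IgA (0.00372 to 0.0693) and IgA with IgG (0.0847 to 0.343) on single libraries. With at least 10 counts in every library it was 0.345 for non-specific IgA with TSPAN7 IgA (0.259 over all genes) and 0.965 for IgA against IgG with IgA against untreated cells (0.933). With only genes called in either comparison it was 0.396 and 0.981 for these, 0.0899 for non-specific IgA with BDNF IgA, 0.681 for BDNF IgA with TSPAN7 IgA and 0.344 for IgA with IgG. Selecting called genes favours large changes by construction. IgA against IgG and IgA against untreated cells share the IgA libraries. For that pair, simulation with no change in any group gave r from 0.506 to 0.546 over all genes.

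Replicate numbers did not pair the libraries: deviations from group means of same-numbered libraries had correlations from -0.0686 to 0.247, and only IgG and untreated replicate 3 exceeded 0.1. A replicate block gave 2226 higher and 2114 lower for IgA against IgG, 2284 and 2144 against untreated cells, 0 and 0 for IgG (96 at an unadjusted p under 0.05), 949 and 706 for BDNF IgA, 903 and 856 for TSPAN7 IgA, and 773 and 955 between the antigen-specific antibodies. It turned the displayed genes in IgG against untreated cells (adjusted p 0.964) and changed no other call of a list or named gene.

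Depth limits PIGR and TSPAN7, with at most 147 and 38 counts in any library, and genes near the floor of 3 counts, where a missing call says little. The spread between the IgA libraries limits the small changes that the first series can resolve.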

Other observations

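The ERK test was chosen after its result was seen, and the test of 9 stress response genes after 2 others had been seen to rise; the splits were planned.

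Each comparison of 3 libraries with 3 has 10 splits, so the share of splits as large as the real one is never under 0.1. With only the 6 libraries compared in the fit, the real split gave the most called genes (1 of 10 splits) for IgA against IgG, IgA against untreated cells, BDNF IgA against untreated cells, TSPAN7 IgA against untreated cells, and TSPAN7 IgA against BDNF IgA. The real splits gave 2925, 3301, 1160, 2345 and 1056 genes, and the highest count from another split was 0 in the first 4 and 1 in the last. For IgG against untreated cells all 10 splits gave as many genes as the real one, which gave 0 (338 at an unadjusted p under 0.05), and another split gave as many as 47.

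Lower ERK activity when the cells were collected, as the only influence on ERK-dependent transcripts, predicts lower ERK targets with non-specific IgA. The list without DUSP genes had a median log2 fold change of 0.84 over IgG, with 8 of 13 genes higher. EGR1 and EPHA4 were lower. ERK activity itself was not measured in these files, and other pathways may raise the same transcripts, so this argues only against that simple prediction. The paper did measure it as protein. It reported less phospho-ERK1 and phospho-ERK2, with more DUSP5, after IgA but not after IgG. It also reported no DUSP rise in IgA-treated cells without PIGR. The transcripts here do not contradict those measurements.

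HSPA5 and HERPUD1, chosen after their values were seen, rose with IgA over IgG by log2 fold changes of 2.47 and 2.62. A candidate explanation is an unfolded protein response. To test it on other genes, 9 further members were listed before their counts had been looked at. Their median log2 fold change was 0.69, with 7 of 9 called higher and 0 lower (unadjusted camera p 4.42e-07, unadjusted fry p 1.23e-05). The same 9 had medians of -0.00 and 0.02 with BDNF IgA and TSPAN7 IgA (unadjusted camera p 0.863 and 0.238). This fits the hypothesis, which shares the confounding of antibody class with preparation. No other cause of the rise was tested.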
